A study of Homo sapiens with 12 samples. Its data were reported in "RNA-Seq Provides Insights into VEGF-Induced Signaling in Human Retinal Microvascular Endothelial Cells: Implications in Retinopathy of Prematurity" (2022).

How the data were processed

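RNA was measured in human retinal microvascular endothelial cells (HRMECs), primary cells from the small vessels of the retina, in 12 libraries of 4 groups with 3 libraries each. Cells carried either a control small interfering RNA (siRNA) or an siRNA against KDR, the gene of VEGF receptor 2. From 24 h after transfection they were kept without serum for 8 h, and then received VEGF at 25 ng/mL or the same volume of phosphate-buffered saline (PBS) for 4 h. The 3 replicates of a group come from 1 independent experiment, so the p-values below measure the spread between these cultures and not between experiments or donors.

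The authors prepared strand-marking poly(A) libraries, sequenced them as read pairs on a NovaSeq instrument, removed optical duplicates with Clumpify, trimmed adapters with Cutadapt, aligned the reads with STAR 2.7.9a to the hg38 build (GRCh38) and counted reads per gene with featureCounts 1.6.3. The deposited values are raw whole-number counts per Ensembl gene, with no normalization. The strand setting of the counting, the treatment of reads with several alignments and the annotation release were not given in the sources used here. All 12 value columns were matched to a library by the labels.

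The count table held 60664 gene identifiers. Symbols and positions came from GENCODE release 44 on GRCh38, which held 60463 of them; the other 201 kept their identifier. Library totals ran from 21522550 to 28268224 counts. Chi-square tests of the counts within each group gave 4.519 to 38.51 per degree of freedom, so each pair of replicates differed by more than sampling noise and all 12 libraries were counted separately. Of 151 named genes, DERL3, PTPMT1 and SLC2A12 share at least 50% of their exonic bases with genes on the other strand, and their values are uncertain for that reason. Ribosomal protein genes and mitochondrial genes have near-identical copies elsewhere in the genome and are uncertain as well.

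Each comparison used edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed by filterByExpr with its minimum count of 10 and minimum total of 15, which left 15495 genes, and libraries were scaled by TMM. All 4 groups entered 1 quasi-likelihood fit, so they share 1 dispersion estimate per gene, with no covariate. The contrasts were VEGF against PBS in each siRNA arm, KDR siRNA against control siRNA with each treatment, and the difference between the 2 VEGF responses. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Fold changes are on the log2 scale, and ± after one is its standard error, taken as its size divided by the square root of the F statistic. Levels are TMM-scaled CPM, given as mean ± SD with n = 3.

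The groups, contrasts, tests, alternatives, gene lists and the rule for naming genes were fixed before the data were examined. The rule takes, in each comparison, KDR; the called genes with the largest changes in each direction (8, or 5 for VEGF with KDR siRNA and for the difference) among those with a mean log2 CPM of at least 1 and no overlap between the libraries of the groups; up to 2 called members in each direction of each gene list; and VCAM1, BCL2, IL6 and CCND1, which the study measured by RT-PCR. Genes without a symbol, pseudogenes and sex-linked marker genes were left out.

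The 25 gene lists were written from general knowledge, and the results of 1 of them are not reported here. Themes that the study reported for these samples (unfolded protein response, ERK feedback, oncostatin M, kinetochore, replication, cholesterol and lysosome) are among them, so the direction of those lists is not independent evidence. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, and again with a correlation estimated per list, and p-values were adjusted over the 25 lists of a comparison. Counts of called members are given over all genes tested and adjusted over the list alone. Principal components were computed from the regularised log values of the 500 most variable genes.

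Overlaps of calls were set against the overlap of independent lists and against 10 simulations of unchanged groups that share the same libraries. A scan over 12593 tested genes with an annotated 3′ UTR scored 16213 words of 7 bases by the fold changes of the genes whose 3′ UTR holds them, and 100 permutations of the fold changes gave the background. The word was also chosen on odd or on the other chromosomes and counted on those not used. Words and shared stretches were placed on GRCh38.

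The fit was tested on simulated counts for VEGF against PBS with KDR siRNA over 15495 genes, with 50 genes changed at each size. It recovered 20% of the genes changed 1.25-fold, 80% at 1.5-fold, 96% at 2-fold and 100% at 4-fold, with 6 false calls. The simulated noise was independent between genes, and genes of all sizes were changed at once, which loosens the adjusted threshold. These shares therefore do not give how many changes of such a size the real comparison would call. Alternatives were DESeq2 1.42.0, DESeq2 size factors or upper-quartile scaling in edgeR, no filter or a filter of 1 CPM in 3 libraries, fits of only the compared groups, a replicate block, stricter thresholds (adjusted p under 0.01, or a log2 fold change of at least 1) and each library left out in turn. Components were also computed from log2 CPM and from 2000 genes. After seeing the data, fits without 4 libraries that stood apart and with a factor for them were added. Other splits of the libraries were also fitted. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the scan, tables and figures.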

Results

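RNA-seq counts were available for 12 libraries of HRMECs. Cells were transfected with control siRNA or KDR siRNA and treated with PBS or VEGF, with 3 biologic replicates in each of the 4 groups. Library totals ran from 21522550 to 28268224 counts, and 15495 genes were tested. Libraries are named by siRNA, treatment and replicate number, for example control siRNA PBS 2.

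KDR (ENSG00000128052), which encodes the main signaling receptor for VEGF in endothelial cells, was lower in each of the 6 libraries with KDR siRNA than in each of the 6 with control siRNA. With control siRNA and PBS the 3 libraries held 712, 812 and 935 CPM (820 ± 111, SD, n = 3), and with VEGF 583, 688 and 787 CPM (686 ± 102, SD, n = 3). With KDR siRNA they held 158, 155 and 146 CPM with PBS (153 ± 6.47, SD, n = 3) and 144, 121 and 148 CPM with VEGF (138 ± 14.6, SD, n = 3). KDR siRNA left 18.7% of the control level with PBS (log2 fold change −2.42 ± 0.12, adjusted p = 8.61e-08) and 20.1% with VEGF (−2.31 ± 0.12, adjusted p = 3.81e-08). VEGF against PBS did not pass the threshold for KDR with control siRNA (−0.26 ± 0.12, adjusted p = 0.18, and −0.15 without control siRNA PBS 3 or control siRNA VEGF 1) or with KDR siRNA (−0.15 ± 0.12, adjusted p = 0.95). With no low count filter, KDR was called lower with VEGF and control siRNA (−0.25, adjusted p = 0.0442).

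**Figure D1:**
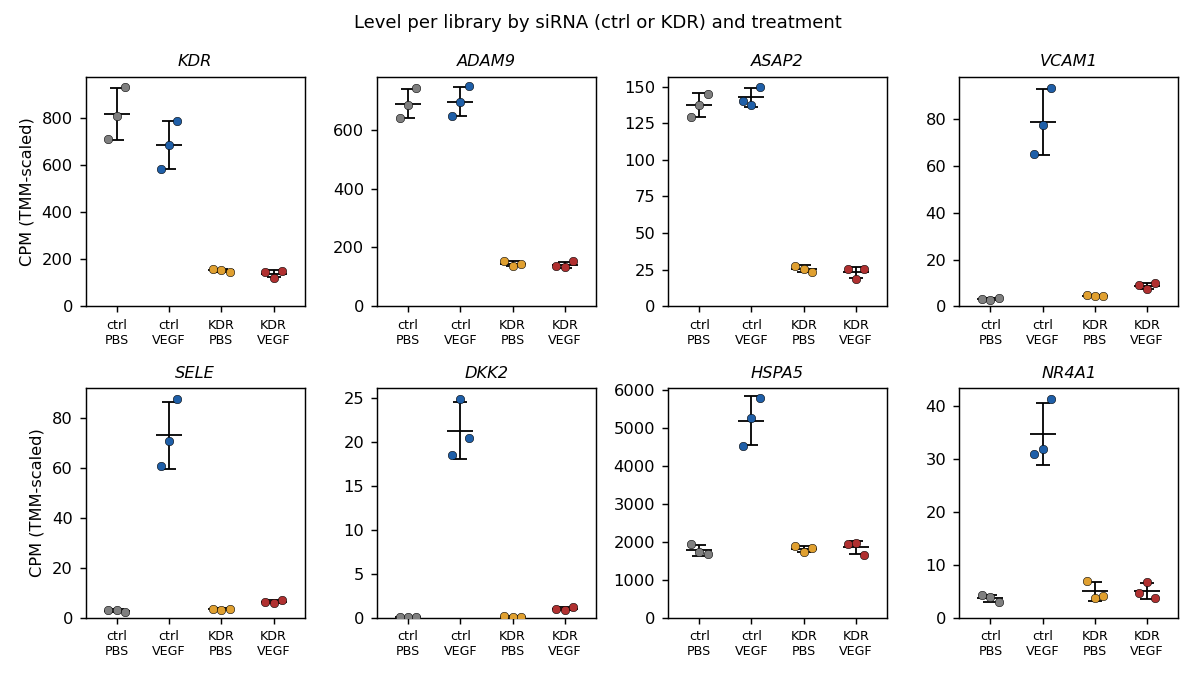
KDR and named genes in each library as CPM, with group means. KDR averaged 820 and 686 CPM with control siRNA and 153 and 138 CPM with KDR siRNA, with PBS and VEGF in that order.

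The first principal component held 64.8% of the variance among the 500 most variable genes and the second 22.4%, together 87.2%. On the first component the libraries with control siRNA and VEGF lay at 12.9 on average (SD 0.3, n = 3), those with control siRNA and PBS at −0.4 (SD 1.3, n = 3), and those with KDR siRNA at −7.2 with PBS (SD 3, n = 3) and −5.3 with VEGF (SD 1.4, n = 3). On the second component control siRNA PBS 3, control siRNA VEGF 3, KDR siRNA PBS 2 and KDR siRNA VEGF 3 had the lowest values of their groups, at 3.2, −7.69, −5.44 and −5.75. In those 4 libraries the interferon response list was below its group mean by a log2 difference of −0.25, −0.46, −0.45 and −0.75, and the leukocyte adhesion list by −0.53, −0.34, −0.31 and −0.40. Transcripts of the mitochondrial genome made up 1.05% to 2.15% of the counts of each library.

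**Figure D2:**
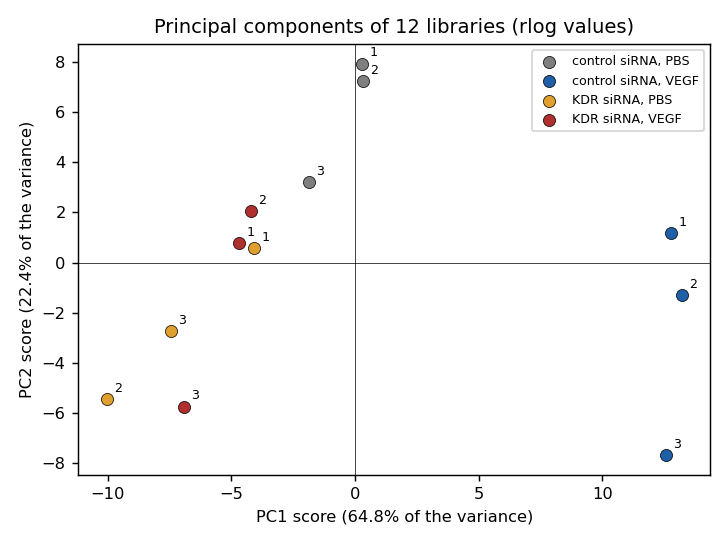
The 12 libraries on the first principal components, which held 64.8% and 22.4% of the variance. Libraries with control siRNA and VEGF lay apart from the other 9, at a mean of 12.9 on the first component.

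VEGF raised genes of the unfolded protein response and of leukocyte adhesion in HRMECs transfected with control siRNA, compared to PBS, and both lists were also called with an estimated correlation. VCAM1 and SELE, adhesion molecules that hold leukocytes on activated endothelium, rose from 3 ± 0.44 to 78.8 ± 14.1 CPM and from 2.84 ± 0.551 to 73.3 ± 13.5 CPM (SD, n = 3 each), log2 fold changes of 4.71 ± 0.16 (adjusted p = 4.63e-10) and 4.69 ± 0.16 (adjusted p = 4.63e-10). GJA4, a gap junction protein of arterial endothelium, and LFNG, which modifies Notch receptors, fell.

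After VEGF, 1291 genes rose and 772 fell, 222 and 100 of them by a log2 fold change of at least 1. The median size of a called change was 0.51. Of the calls, 62.6% were higher, and 49.1% with upper-quartile scaling. Without control siRNA PBS 2, 1349 genes were called. The secreted Wnt modulator DKK2 (ENSG00000155011) had 5 counts over the 3 PBS libraries and 1527 with VEGF, a ratio of 295 whose 95% interval from counting error alone was 126 to 908 (8.11 ± 0.26, adjusted p = 3.98e-10). Tissue factor, F3, which starts coagulation, rose by 4.84 ± 0.21 (adjusted p = 4.92e-09), the secreted glycoprotein STC1 by 4.64 ± 0.30 (adjusted p = 3.26e-07), and RCAN1, a feedback inhibitor of calcineurin that NFAT induces, by 2.97 ± 0.16 (adjusted p = 5.03e-08). The orphan nuclear receptors NR4A1 and NR4A3, which are induced early after growth factors, rose by 3.23 ± 0.24 (adjusted p = 1.04e-06) and 3.06 ± 0.25 (adjusted p = 2.25e-06). Among the larger falls were those of GJA4, the gap junction protein connexin 37 (−2.61 ± 0.30, adjusted p = 4.99e-05), CHST1, which sulfates glycans (−1.93 ± 0.17, adjusted p = 3.6e-06), and FILIP1, which regulates filamin (−1.88 ± 0.27, adjusted p = 0.000332). The cytokine IL6 rose from 11.5 to 25.6 CPM, 2.23-fold (adjusted p = 1.75e-05). The cyclin CCND1 rose as well (0.47 ± 0.11, adjusted p = 0.0104, 0.42, adjusted p = 0.0515 without control siRNA PBS 3). The apoptosis inhibitor BCL2 did not pass (0.54 ± 0.42, adjusted p = 0.468). By RT-PCR the study reported a significant rise of VCAM1, IL6, CCND1 and also BCL2 with VEGF, so BCL2 departs from that measurement here.

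Of 27 genes of the unfolded protein response, 26 rose with VEGF and 1 did not pass (26 adjusted over the list alone), with a list median of 1.29 (camera adjusted p = 3.4e-83, adjusted p = 0.0062 with an estimated correlation). Among them DNAJB9, a co-chaperone, rose by 1.88 ± 0.11 (adjusted p = 1.98e-07) and EDEM1, which sends misfolded glycoproteins to degradation, by 1.33 ± 0.08 (adjusted p = 1.98e-07). Of 25 genes of the ATF4 and amino acid response, 14 rose and 1 fell (16 and 1 over the list alone, adjusted p = 0.043 with an estimated correlation), including MTHFD2 of mitochondrial folate metabolism (1.36 ± 0.10) and the arginine transporter SLC7A1 (1.06 ± 0.13). Leukocyte adhesion and cytokine genes rose in 9 of 23 cases (9 over the list alone, median 0.57, and 0.36 without control siRNA PBS 3, adjusted p = 0.036 with an estimated correlation). In the angiogenic list, 9 of 23 genes rose and PGF fell (12 and 3 over the list alone, adjusted p = 0.036 with an estimated correlation, 3 fell without control siRNA VEGF 3 and with upper-quartile scaling). IGFBP3, which binds insulin-like growth factors, rose by 1.82 ± 0.13, the protease urokinase PLAU by 1.02 ± 0.08, and placental growth factor PGF fell by 1.08 ± 0.10. Of 16 Notch genes, 7 fell and 1 rose (7 and 1 over the list alone, adjusted p = 0.036 with an estimated correlation, 4 fell without control siRNA VEGF 1). LFNG, a glycosyltransferase that modifies Notch, fell by 1.43 ± 0.25 and the Notch target HEY1 rose by 0.94 ± 0.16.

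ERK feedback genes rose in 10 of 20 cases (13 over the list alone, 6 without control siRNA PBS 3, camera adjusted p = 7.9e-10, adjusted p = 0.14 with an estimated correlation), with the MAP kinase phosphatases DUSP4 and DUSP6 up by 1.14 ± 0.11 and 1.05 ± 0.09. Of 18 immediate early and NFAT target genes, 5 rose (5 over the list alone, camera adjusted p = 2.6e-06, adjusted p = 0.27 with an estimated correlation). Of 26 endothelial identity genes, 3 rose and 7 fell (6 and 9 over the list alone, 5 rose without KDR siRNA PBS 1, camera adjusted p = 0.28). The transcription factor SOX17 rose by 0.90 ± 0.12 and the flow-responsive factor KLF2 by 0.43 ± 0.07, while SOX18 fell by 1.02 ± 0.17 and the guidance receptor ROBO4 by 0.47 ± 0.06. The kinetochore and replication lists were not called after VEGF (camera adjusted p = 0.82 and 0.99).

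KDR siRNA in HRMECs treated with VEGF lowered genes of the unfolded protein response, compared to control siRNA with VEGF, a list call that held with an estimated correlation (adjusted p = 0.046). Leukocyte adhesion and ERK feedback genes were lower and kinetochore and replication genes higher at the preset correlation, but these list calls were lost with an estimated one (adjusted p = 0.14, 0.31, 0.14 and 0.37). VCAM1 and SELE, the leukocyte adhesion molecules, fell to 8.76 ± 1.35 and 6.46 ± 0.564 CPM (SD, n = 3 each), log2 fold changes of −3.17 ± 0.14 (adjusted p = 7.3e-09) and −3.50 ± 0.14 (adjusted p = 2.46e-09). FLT1, VEGF receptor 1, fell by 1.73 ± 0.13 (adjusted p = 1.01e-06). NDC80, which links kinetochores to microtubules, rose from 35.4 ± 0.928 to 57 ± 2.69 CPM (SD, n = 3 each).

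With KDR siRNA and VEGF, 1544 genes were higher and 2172 lower, 114 and 349 by a log2 fold change of at least 1, and the median size of a called change was 0.46. Of the calls, 41.6% were higher, and 57.3% with upper-quartile scaling. Other large falls were those of DKK2 (−4.34 ± 0.17, adjusted p = 2e-09), the coagulation starter F3 (−3.78 ± 0.19), STC1 (−3.50 ± 0.27), the nuclear receptor NR4A1 (−2.76 ± 0.23), the transcription cofactor LBH (−2.69 ± 0.17) and RCAN1 (−2.57 ± 0.15). CHST1 rose by 1.98 ± 0.16, the connexin GJA4 by 1.92 ± 0.31, the beta-1 adrenergic receptor ADRB1 by 1.87 ± 0.12, LFNG by 1.67 ± 0.24 and the homeobox factor LHX6 by 1.61 ± 0.14. IL6 fell by 1.05 ± 0.12, CCND1 fell by 0.57 ± 0.11 (adjusted p = 0.00206), and BCL2 did not pass (−0.14 ± 0.40, adjusted p = 0.833).

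In the unfolded protein response, 24 of 27 genes fell with KDR siRNA and VEGF (24 over the list alone, median −1.09, camera adjusted p = 4.4e-45, adjusted p = 0.046 with an estimated correlation), DNAJB9 by 1.69 ± 0.11 and EDEM1 by 1.5 ± 0.08. ATF4 and amino acid genes fell in 15 of 25 cases and VLDLR, a lipoprotein receptor, rose (15 and 1 over the list alone, adjusted p = 0.14 with an estimated correlation), but VLDLR was not called without control siRNA VEGF 1 or 2 or KDR siRNA VEGF 1 or 2 (0.31, 0.40, 0.37 and 0.36). ERK feedback genes fell in 12 of 20 cases and 0 rose (13 and 1 over the list alone, median −0.52, adjusted p = 0.31 with an estimated correlation), DUSP4 by 1.07 ± 0.11 and DUSP6 by 0.79 ± 0.09. Leukocyte adhesion and cytokine genes fell in 11 of 23 cases (11 over the list alone, 7 without control siRNA VEGF 1, KDR siRNA VEGF 1 or KDR siRNA VEGF 3, adjusted p = 0.14 with an estimated correlation). In the angiogenic list 12 of 23 genes fell and 4 rose (12 and 4 over the list alone, adjusted p = 0.14 with an estimated correlation), with IGFBP3 lower (−1.58 ± 0.13) and PGF higher (1.42 ± 0.11). Among 23 oncostatin M and JAK-STAT genes, 9 fell and 3 rose (11 and 3 over the list alone, adjusted p = 0.24 with an estimated correlation). SOCS2, an inhibitor of cytokine signaling, fell by 1.34 ± 0.12 and the metal-binding protein MT2A rose by 0.80 ± 0.16. Extracellular matrix genes fell in 16 of 29 cases and 1 rose (19 and 2 over the list alone, 10 fell without KDR siRNA VEGF 2, 2 rose without KDR siRNA PBS 1, 2 or 3, adjusted p = 0.39 with an estimated correlation), with the laminin chain LAMC1 lower (−0.71 ± 0.12) and the collagen COL8A1 higher (0.66 ± 0.11).

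Of 44 kinetochore and mitosis genes, 29 rose and 2 fell (31 and 2 over the list alone, median 0.32, camera adjusted p = 5.7e-10, adjusted p = 0.14 with an estimated correlation, 19 rose without control siRNA VEGF 2). NDC80 rose by 0.69 ± 0.06 and BUB3, of the spindle checkpoint, by 0.53 ± 0.06, while survivin, BIRC5, fell by 0.55 ± 0.09 and MIS12, a kinetochore subunit, fell by 0.78 ± 0.08. Of 38 DNA replication genes, 20 rose and 1 fell (21 and 1 over the list alone, median 0.25, adjusted p = 0.37 with an estimated correlation, 12 rose without control siRNA VEGF 2). The helicase subunit GINS3 rose by 0.79 ± 0.09 and TYMS, which makes thymidylate, by 0.52 ± 0.08, while CDC6, which loads the helicase, fell by 0.96 ± 0.11. Ribosomal protein genes were called upward as a list in the same comparison (median 0.20, camera adjusted p = 0.003, adjusted p = 0.68 with an estimated correlation).

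KDR siRNA in HRMECs treated with PBS lowered ADAM9 and ASAP2 by about as much as KDR, compared to control siRNA with PBS. ADAM9 (ENSG00000168615), a membrane metalloprotease that sheds cell surface proteins, fell from 688 ± 49.9 to 145 ± 8.29 CPM (SD, n = 3), 4.75-fold (−2.25 ± 0.09, adjusted p = 4.94e-09). ASAP2 (ENSG00000151693), which inactivates Arf GTPases, fell from 137 ± 7.98 to 25.6 ± 2.32 CPM (SD, n = 3), 5.36-fold (−2.42 ± 0.11, adjusted p = 2.07e-08). With VEGF they stood at 141 ± 10.7 and 23.3 ± 3.80 CPM after KDR siRNA (SD, n = 3 each).

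With PBS, 1491 genes were higher and 1246 lower after KDR siRNA, 43 and 148 by a log2 fold change of at least 1, and the median size of a called change was 0.41. The count of calls was 2737, and it was 814 without control siRNA PBS 2, 1654 without control siRNA PBS 3, 4272 without KDR siRNA PBS 1, 1234 without KDR siRNA PBS 2 and 867 without KDR siRNA PBS 3. Among the larger rises were those of the cationic amino acid transporter SLC7A2 (1.56 ± 0.18), DDIT4L, an inhibitor of mTOR signaling (1.51 ± 0.17), the BMP antagonist NOG (1.43 ± 0.26), the growth factor TGFB2 (1.29 ± 0.14) and ADRB1 (1.19 ± 0.11). PTPMT1, a mitochondrial phosphatase, rose by 1.42 ± 0.09, but 51.3% of its exonic bases lie in exons of genes on the other strand. FLT1 fell by 0.63 ± 0.13 and the ephrin EFNB2, an arterial marker, by 0.66 ± 0.13, while PLAU rose by 0.65 ± 0.08 and the Tie2 ligand ANGPT2 by 0.86 ± 0.12. VCAM1 rose by 0.63 ± 0.18 (adjusted p = 0.0314) but did not pass without control siRNA PBS 1 or 2 (0.64 and 0.52, adjusted p = 0.0659 and 0.132) or KDR siRNA PBS 1, 2 or 3 (0.56, 0.65 and 0.66, adjusted p = 0.0653, 0.0752 and 0.0759). IL6 (−0.14 ± 0.12), CCND1 (−0.09 ± 0.11) and BCL2 (0.31 ± 0.43) did not pass (adjusted p = 0.44, 0.589 and 0.638).

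Of 44 kinetochore and mitosis genes, 20 rose with KDR siRNA and PBS and 1 fell (26 and 1 over the list alone, median 0.26, camera adjusted p = 2.5e-09, adjusted p = 0.64 with an estimated correlation, 11 rose without control siRNA PBS 2 or KDR siRNA PBS 3). The spindle checkpoint genes MAD2L1 and BUB3 rose by 0.63 ± 0.07 and 0.55 ± 0.06, and BIRC5 fell by 0.59 ± 0.09. Of 38 replication genes, 11 rose (14 over the list alone, median 0.20, adjusted p = 0.64 with an estimated correlation, 6 without KDR siRNA PBS 3), including the cell cycle transcription factor E2F1 (0.61 ± 0.10) and GINS2 (0.49 ± 0.08). Ribosomal protein genes rose in 18 of 32 cases (28 over the list alone, median 0.36, and 0.22 without KDR siRNA PBS 2, adjusted p = 0.64 with an estimated correlation), a count that was 11, 0 and 2 without control siRNA PBS 1, 2 and 3 and 32, 0 and 0 without KDR siRNA PBS 1, 2 and 3 (edgeR). Interferon response genes fell in 6 of 28 cases (12 over the list alone, median −0.79, and −1.20 without KDR siRNA PBS 1, adjusted p = 0.64 with an estimated correlation), among them the transcription factor STAT2 (−1.03 ± 0.23, adjusted p = 0.0102, −0.90, adjusted p = 0.058 without KDR siRNA PBS 3). That count was 2, 1 and 3 without control siRNA PBS 1, 2 and 3, 3 and 10 without control siRNA VEGF 2 and 3, 21, 1 and 0 without KDR siRNA PBS 1, 2 and 3, and 3 and 15 without KDR siRNA VEGF 1 and 3. The unfolded protein response list (median 0.09, camera adjusted p = 0.29) and the mitochondrial transcript list (median −0.28, camera adjusted p = 0.15) were not called, the latter except without KDR siRNA PBS 2 (−0.48, adjusted p = 0.00027) or KDR siRNA VEGF 2 (−0.28, adjusted p = 0.025).

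VEGF changed 1 gene past the threshold in HRMECs transfected with KDR siRNA, compared to PBS: DKK2, the secreted Wnt modulator, rose (3.12 ± 0.35, adjusted p = 0.00696). It had 9 counts over the 3 PBS libraries and 78 with VEGF, a ratio of 9.03 with a 95% interval from counting error alone of 4.52 to 20.5. The adhesion molecule VCAM1 (0.91 ± 0.16, adjusted p = 0.406), the cytokine IL6 (0.25 ± 0.12, adjusted p = 0.95), the cyclin CCND1 (0.00 ± 0.11, adjusted p = 0.999) and the apoptosis inhibitor BCL2 (0.09 ± 0.40, adjusted p = 0.99) did not pass. At an unadjusted p under 0.05, 740 genes passed where chance gives 775. With each library left out, that count ran from 436 without KDR siRNA VEGF 2 to 1732 without KDR siRNA PBS 1. Chance gives 786 in both of those fits, so the count lay on either side of chance depending on a single library. DESeq2 called 3 genes, SELE, DKK2 and VCAM1. With no low count filter edgeR called 102 genes. DKK2 was not called without KDR siRNA PBS 2 (2.92, adjusted p = 0.117) or KDR siRNA PBS 3 (2.96, adjusted p = 0.104). At the preset correlation camera called 8 lists, each with adjusted p = 0.58 with an estimated correlation. The leukocyte adhesion and cytokine list was called upward with a median of 0.43 (adjusted p = 2.8e-08, 3 of 23 members over the list alone), which was 0.21, 0.17 and 0.67 without KDR siRNA PBS 2, KDR siRNA VEGF 2 and KDR siRNA VEGF 3. The mitochondrial transcript list was called downward (median −0.15, adjusted p = 0.0039), but not without KDR siRNA PBS 2 (0.02, adjusted p = 0.97) or KDR siRNA VEGF 2 (0.06, adjusted p = 0.42), and its median was −0.23, −0.30, −0.33 and −0.25 without KDR siRNA PBS 1, KDR siRNA PBS 3, KDR siRNA VEGF 1 and KDR siRNA VEGF 3. The other lists were interferon, immediate early genes, replication, kinetochore and unfolded protein response (upward) and extracellular matrix (downward). Each was lost without at least 1 library: replication without KDR siRNA PBS 2 (adjusted p = 0.37) or VEGF 2 (0.082), interferon without KDR siRNA PBS 2 (0.51), VEGF 1 (0.079) or VEGF 2 (0.87), and immediate early genes without KDR siRNA PBS 2 (0.42) or VEGF 2 (0.34). The matrix list was lost without KDR siRNA PBS 1 (0.088) or VEGF 2 (0.082), the kinetochore list without KDR siRNA PBS 1 (0.18) or VEGF 3 (0.32), and the unfolded protein response without KDR siRNA PBS 1 (0.054), VEGF 1 (0.059) or VEGF 2 (0.23).

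The VEGF response differed between KDR siRNA and control siRNA for genes of the unfolded protein response, whose list call held with an estimated correlation (adjusted p = 0.0063). HSPA5 (ENSG00000044574), the central chaperone of the endoplasmic reticulum, rose with VEGF from 1780 ± 142 to 5200 ± 637 CPM with control siRNA and stood at 1820 ± 78.5 and 1860 ± 169 CPM with KDR siRNA (SD, n = 3 each, difference −1.52 ± 0.14, adjusted p = 4.71e-05). SELE and VCAM1, the adhesion molecules, differed by −3.81 ± 0.23 (adjusted p = 1.23e-06) and −3.79 ± 0.23 (adjusted p = 1.23e-06). The fall of the connexin GJA4 was smaller with KDR siRNA (difference 2.32 ± 0.40, adjusted p = 0.00409).

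The response of 587 genes differed, with 475 more negative and 112 more positive with KDR siRNA (19.1% more positive, and 29.3% with upper-quartile scaling). The count was 367 without control siRNA PBS 2 and 370 without KDR siRNA VEGF 1. It was over 1.5 times as high with no low count filter, and with a factor for the 4 libraries that stood apart. Of these genes, 581 had been called with VEGF and control siRNA, and because the difference subtracts that response, its direction in these genes is partly built in. The 1291 genes that rose with VEGF and control siRNA had a median log2 fold change of 0.504 there and 0.041 with KDR siRNA (quartiles −0.024 and 0.107), and 66.5% of them lay in the same direction. The 772 that fell had medians of −0.507 and −0.091 (quartiles −0.195 and 0.001), with 74.6% in the same direction. Both sets were chosen by their response with control siRNA, which inflates the medians there and not those with KDR siRNA. Without the 4 libraries that stood apart, the median of 0.041 changed sign. IL6 differed by −0.91 ± 0.17 (adjusted p = 0.00688). CCND1 did not pass (−0.47 ± 0.16, adjusted p = 0.133) except without KDR siRNA PBS 2 (−0.60, adjusted p = 0.00891), and KDR (0.11 ± 0.17, adjusted p = 0.851) and BCL2 (−0.46 ± 0.58, adjusted p = 0.817) did not pass either.

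**Figure D3:**
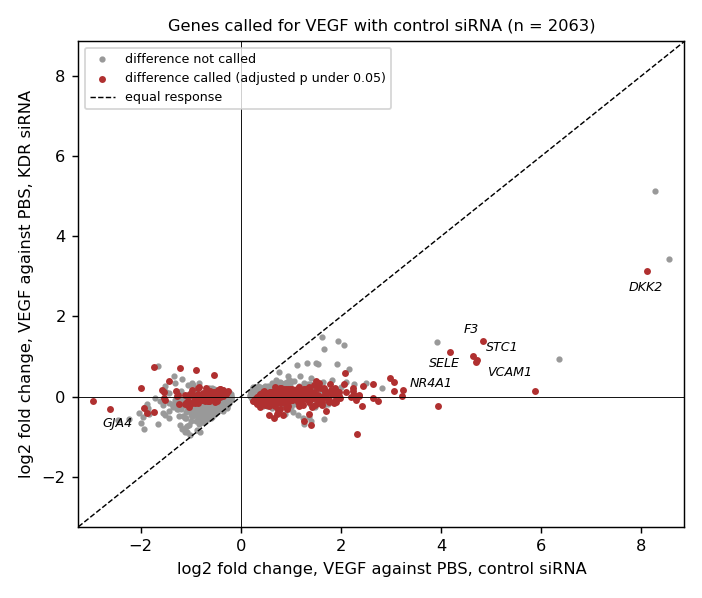
Log2 fold change with VEGF in the 2063 genes called with control siRNA, with control siRNA across and KDR siRNA upward. Genes called higher with control siRNA had medians of 0.504 and 0.041, and genes called lower −0.507 and −0.091. Choosing genes by their response with control siRNA inflates the medians there.

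Of the 2063 genes called with VEGF, 1295 were called in the opposite direction by KDR siRNA with VEGF, 938 of them higher with VEGF, where 258 would be shared by independent lists. They made up 62.8% of the VEGF calls and 34.8% of the 3716 calls of KDR siRNA, and another 16 were called in the same direction. Both comparisons use the 3 libraries with control siRNA and VEGF. In 10 simulations of unchanged groups with the same shared libraries, edgeR called 0 such genes, but with no effect there is little to call, so this does not give the share of the 1295 that the shared libraries produce. The covariance of the fold changes was −0.00945 in the simulations and −0.0823 in the data, and their correlation −0.50 and −0.66. Part of the excess may come from the shared libraries, and 3 control libraries cannot be divided into separate sets of at least 2.

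KDR siRNA moved 1381 genes in the same direction with VEGF and with PBS, 678 higher and 703 lower, where 323 would be shared by independent lists, and 40 in opposite directions. The shared genes made up 37.2% of the calls with VEGF and 50.5% of those with PBS. The count was 588 without control siRNA PBS 2, 894 without control siRNA VEGF 2, and 2148, 832 and 621 without KDR siRNA PBS 1, 2 and 3. BUB3, BIRC5, FLT1, ADRB1 and MT2A were among them. Of the 3716 genes called with VEGF and KDR siRNA, 1201 (32.3%) were shared neither with the VEGF calls of opposite direction nor with the PBS calls of the same direction.

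**Figure D4:**
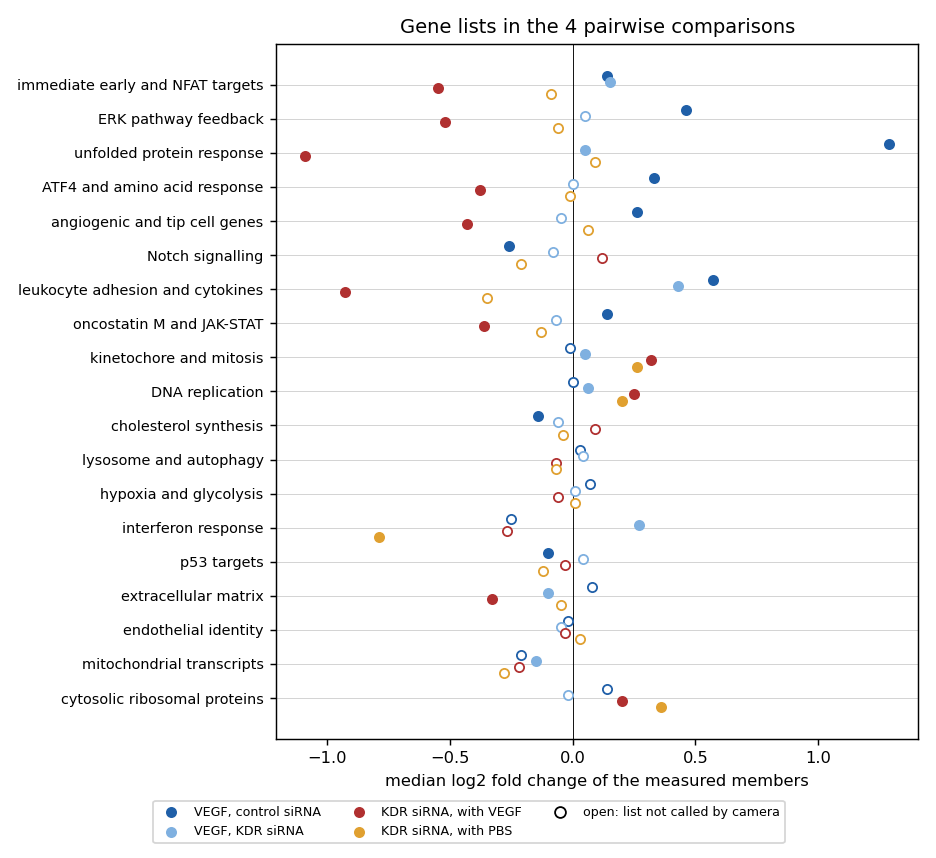
Median log2 fold change of gene lists other than cell type markers in the 4 pairwise comparisons, with filled points for lists called by camera. The unfolded protein response had medians of 1.29 with VEGF and control siRNA and −1.09 with KDR siRNA and VEGF.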

Values the study reported

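For VEGF against PBS with control siRNA in the KDR experiment, the study reported 2171 differentially expressed genes, of which 1362 were upregulated and 809 downregulated. For KDR siRNA against control siRNA with VEGF, it reported 3765 genes, with 1460 upregulated and 2305 downregulated. It gave an overlap of 1360 genes between those comparisons. In its principal component analysis of this experiment, the first component held 64.9% of the variance and the first pair of components together held 87.8%.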

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

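The results in this part stand here because a test of the difference itself, planned and fitted as an interaction term in edgeR, separated the VEGF response with KDR siRNA from that with control siRNA. The response of 587 genes differed, 367 without control siRNA PBS 2 and 370 without KDR siRNA VEGF 1. More genes, over 1.5 times as many, were called with no low count filter, and with a factor for the 4 libraries that stood apart. Over 100 groupings of the 12 libraries into 4 groups of 3, the real one included, 2 splits called as many genes, with 607 as the highest other. These splits put libraries of different siRNA and treatment into 1 group, so the effects of both enter the residual, and the count does not decide on chance for the difference. The grouping with 607 had 1 group of 3 libraries with control siRNA and 1 of 3 with KDR siRNA, and so partly followed the siRNA.

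Negative differences mean a lower value after VEGF with KDR siRNA than the response with control siRNA would give. Among secreted factors, adhesion molecules and receptors they were −4.98 for DKK2, whose PBS level rested on 5 and 9 counts, −3.81 for SELE, −3.79 for VCAM1, −3.63 for STC1, −3.44 for F3, −1.71 for IGFBP3, −1.10 for PLAU and −0.91 for IL6. Among transcription and signaling genes they were −3.20 for NR4A1, −2.50 for RCAN1, −1.82 for SOCS2, −1.18 for HEY1, −1.12 for DUSP4 and −1.0 for DUSP6. Chaperone and metabolic genes gave −1.52 for HSPA5, −1.35 for EDEM1, −1.20 for MTHFD2, −1.13 for SLC7A1, −0.71 for the sterol carrier STARD4 and −0.52 for the glucose transporter SLC2A1. The stress gene NDRG1 gave −1.53, the collagenase MMP1 −1.31, MIS12 −0.87, CDC6 −0.78 and CORO1A, an actin-binding protein of blood cells, −2.01. Positive differences, mostly of genes that fell with VEGF and control siRNA, were 2.32 for GJA4, 1.66 for CHST1, 1.55 for SLC7A14, 1.45 for GPR146 and 0.90 for PGF.

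The calls of 8 further genes were lost without a single library. COL1A2 (−1.80) was lost without control siRNA PBS 2 (−1.65), SOX17 (−0.78) without control siRNA PBS 2 (−0.76) or KDR siRNA PBS 3 (−0.72), and BTG2 (0.42) without control siRNA PBS 3 (0.39) or control siRNA VEGF 2 (0.42). KLF2 (−0.43) was lost without control siRNA PBS 2 (−0.42), KDR siRNA PBS 3 (−0.37) or KDR siRNA VEGF 1 (−0.41). COL3A1 (−1.08) was lost without control siRNA PBS 1 or 2 (−0.94, −1.17), control siRNA VEGF 1, 2 or 3 (−1.10, −1.09, −1.05), KDR siRNA PBS 2 or 3 (−0.99, −1.06) and KDR siRNA VEGF 1 or 2 (−1.13, −0.91). MMP14 (−0.67) was lost without control siRNA PBS 1 or 2 (−0.63, −0.64), control siRNA VEGF 2 or 3 (−0.70, −0.54), KDR siRNA PBS 3 (−0.67) and KDR siRNA VEGF 1 or 2 (−0.63, −0.65). FILIP1 (1.48) was lost without control siRNA PBS 2 or 3 (1.42, 1.32), control siRNA VEGF 1 or 2 (1.35, 1.42), KDR siRNA PBS 1 or 3 (1.35, 1.52) and KDR siRNA VEGF 1 or 3 (1.26, 1.51). TP53INP1 (0.65) was lost without control siRNA PBS 2 or 3 (0.62, 0.56), control siRNA VEGF 1 or 2 (0.62, 0.65), KDR siRNA PBS 1 or 3 (0.62, 0.63) and KDR siRNA VEGF 1 or 3 (0.63, 0.57).

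As groups, the unfolded protein response differed by a median of −1.26, with 22 of 27 members lower (22 over the list alone) and adjusted p = 0.0063 with an estimated correlation. The angiogenic list differed by −0.50, with 6 of 23 lower and 1 higher (11 and 1 over the list alone) and adjusted p = 0.022 with an estimated correlation. At the preset correlation camera also called 13 lists that were lost with an estimated correlation, whose adjusted p follows each median. They were ERK feedback (−0.43, 0.16), ATF4 and amino acid response (−0.27, 0.071), immediate early genes (−0.02, 0.36, and 0.03 as the median with upper-quartile scaling or 0.09 without KDR siRNA PBS 1), Notch (0.19, 0.082), oncostatin M (−0.18, 0.16), p53 targets (0.12, 0.10), extracellular matrix (−0.18, 0.36) and fibroblast genes (−0.70, 0.23). Leukocyte adhesion gave −0.19 (0.10), with medians of 0.09, 0.06 and 0.10 without control siRNA PBS 3, control siRNA VEGF 1 and KDR siRNA VEGF 3. Hypoxia gave −0.03 (0.26, and a median of 0.02 with upper-quartile scaling), interferon 0.50 (0.67), glia and retinal pigment epithelium 1.01 (0.16) and ribosomal proteins −0.15 (0.76).

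Medians of some of these lists moved without a single library. ERK feedback gave −0.28 without KDR siRNA PBS 1, leukocyte adhesion −0.58, −0.38, −0.03 and −0.44 without control siRNA PBS 1, control siRNA VEGF 3, KDR siRNA PBS 1 and KDR siRNA VEGF 2, and fibroblast genes −1.10 and −1.14 without control siRNA PBS 3 and KDR siRNA VEGF 1. Interferon gave 0.84, 0.31 and 0.76 without KDR siRNA PBS 1, KDR siRNA VEGF 2 and KDR siRNA VEGF 3, glia and pigment epithelium 0.64 without KDR siRNA VEGF 2, and ribosomal proteins −0.30 and −0.03 without KDR siRNA PBS 1 and 2. With each library left out, the immediate early median ran from −0.17 to 0.09 and the hypoxia median from −0.06 to −0.01.

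Camera lost some of these calls without a single library. Its adjusted p was 0.054 for oncostatin M without KDR siRNA PBS 1, 0.065 for interferon without KDR siRNA VEGF 2, and 0.057, 0.055 and 0.17 for hypoxia without control siRNA PBS 3, KDR siRNA PBS 3 and KDR siRNA VEGF 3. For glia and pigment epithelium it was 0.067 and 0.094 without KDR siRNA PBS 2 and KDR siRNA VEGF 2. For ribosomal proteins it was 0.11, 0.058, 0.17, 0.95, 0.069 and 0.27 without control siRNA PBS 2, control siRNA PBS 3, control siRNA VEGF 3, KDR siRNA PBS 2, KDR siRNA PBS 3 and KDR siRNA VEGF 1.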

How the results depend on the processing

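The alternatives below were planned, except those that leave out the 4 libraries that stood apart or give them a factor, which were chosen after seeing the data. Where a value moved, the cause was not tested.

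With an adjusted p under 0.01 the calls were 1127 for VEGF with control siRNA, 2077 and 726 for KDR siRNA with VEGF and with PBS, and 290 for the difference of the responses, and the overlaps 751 and 463. With a log2 fold change of at least 1 they were 322, 463, 191 and 191, the overlaps 209 and 56, and the median left in genes lower with VEGF −0.189. With no low count filter, VEGF with KDR siRNA called 102 genes and the difference 975. DESeq2 called 3 genes for VEGF with KDR siRNA. With only the compared groups, edgeR called 0 genes for VEGF with KDR siRNA (412 at an unadjusted p under 0.05) and 1818 for KDR siRNA with PBS. The first component held 47.7% of the variance with log2 CPM.

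Each library left out in turn gave 1349 to 2311 calls for VEGF with control siRNA, 2528 to 4282 for KDR siRNA with VEGF, 814 to 4272 with PBS, 0 to 1 for VEGF with KDR siRNA (edgeR; 629 and 737 at an unadjusted p under 0.05 without KDR siRNA PBS 2 and 3) and 367 to 658 for the difference. At an unadjusted p under 0.05, VEGF with KDR siRNA passed 436 to 1732 genes. The overlap of KDR siRNA with both treatments was 588 to 2148. The lowest counts of 4 of these results, those for VEGF with control siRNA, KDR siRNA with PBS, the difference and this overlap, came without control siRNA PBS 2. List medians for VEGF with KDR siRNA ran from 0.034 to 0.661 for interferon (main 0.267), −0.328 to 0.058 for mitochondrial transcripts (main −0.151) and −0.164 to 0.106 for ribosomal proteins (main −0.021). At the preset correlation camera called the ribosomal list in opposite directions at those ends. It was downward without KDR siRNA PBS 1 (adjusted p = 4.1e-09) and upward without KDR siRNA PBS 2 (adjusted p = 7.5e-07), and not called in the main fit. For the difference the ribosomal median ran from −0.296 to −0.025 (main −0.154), and without KDR siRNA PBS 2, where it was not called (adjusted p = 0.95), camera's direction was upward. With an estimated correlation the adjusted p of the interferon and mitochondrial lists was 0.58 (medians 0.267 and −0.151) and that of the ribosomal list for the difference 0.76 (median −0.154).

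Without the 4 libraries that stood apart, edgeR called 0 genes for VEGF with KDR siRNA. At an unadjusted p under 0.05, 1242 genes passed there, where chance gives 779. The median left in genes higher with VEGF was −0.001. With a factor for these libraries the calls were 2 for VEGF with KDR siRNA, 4325 for KDR siRNA with PBS and 1045 for the difference. The overlap of KDR siRNA with both treatments was 2273. At an unadjusted p under 0.05, VEGF with KDR siRNA then passed 1249 genes, where chance gives 775.

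Whether the replicate numbers pair the libraries was not given in the sources used here. Same-numbered libraries deviated together at r over 0.1 in 10 of 18 pairs and not in every one (−0.296 to 0.699, median 0.15, against −0.108 for other pairs), and 0 libraries correlated best with their own number in all 3 other groups, so they were not treated as paired. Number 3 of control siRNA with PBS went with number 3 of control siRNA and of KDR siRNA with VEGF (r 0.699 and 0.658) but not of KDR siRNA with PBS (−0.289). Number 3 also had the fewest genes with a count in each group. These were 22945 and 22487 for control siRNA with PBS and VEGF, and 22545 and 22560 for KDR siRNA. A pairing by number is therefore not excluded. With the replicate number as a block, the calls were 2287, 4103, 3362, 1 and 735 and the overlaps 1413 and 1702, each within 1.5 times. The block made 2 more list calls, interferon for VEGF with control siRNA (median −0.277, adjusted p = 0.023) and glia and pigment epithelium for VEGF with KDR siRNA (0.547, adjusted p = 0.043), and changed no other call of a list or named gene, so that KDR was still not called for VEGF with control siRNA (−0.258, adjusted p = 0.12).

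Among the 125 gene list outcomes, an estimated correlation ended 42 calls. Most of the 83 outcomes that it left as they were had not been calls. The list calls fell from 11 to 5 for VEGF with control siRNA and from 8 to 0 for VEGF with KDR siRNA. For KDR siRNA they fell from 12 to 1 with VEGF and from 4 to 0 with PBS. For the difference they fell from 15 to 2. Among named genes, an adjusted p under 0.01 ended 64 calls and a log2 fold change of at least 1 ended 131, while DESeq2 added 1 and no low count filter added 3 and ended 4.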

Other observations

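In this part, the tests of the share of genes with the word on chromosomes not used to choose it, of the stretch shared by ASAP2 and KDR, of the VEGF response of kinetochore and replication genes, and of library depth and replicate numbers were chosen only after the result was seen.

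ADAM9 and ASAP2 fell by 4.75-fold and 5.36-fold with KDR siRNA and PBS, about as much as KDR. Loss of the response to 4 h of VEGF cannot account for the fall with PBS, where no VEGF was added. For their fall with KDR siRNA and VEGF it is argued against, because with control siRNA their VEGF log2 fold changes were 0.01 ± 0.08 and 0.05 ± 0.10. Longer lack of KDR before the 4 h was not tested for these genes and stays open. Silencing by the siRNA through its seed is a candidate explanation: the word ATAGCAC in 3′ UTRs went with lower fold changes with PBS (score −10.22, against −5.35 for the strongest of 100 permutations) and with VEGF (−10.57). A score beyond the permutations does not by itself mark a seed. Another word, TATTTAT, scored 7.53 for VEGF against PBS with control siRNA, where ATAGCAC scored 1.94. For KDR siRNA TATTTAT scored −10.31 with VEGF and −4.21 with PBS, so a score of that size with VEGF is not particular to ATAGCAC. With PBS, TAGCACA, a word that overlaps ATAGCAC, scored −10.09. The word ATAGCAC was the strongest with PBS. It lies in exon 13 of KDR (chr4:55104768-55104774, GRCh38, minus strand) and in the 3′ UTR of ADAM9 (chr8:39104447-39104453, plus strand), but not in ASAP2, which keeps this open for the pair. ASAP2 instead shares 14 bases (chr2:9403429-9403442, plus strand) with the 21 bases around the KDR site, and the 2 other genes with so long a run, TRPM7 (−0.20) and MEF2C-AS1 (0.30), are too few to decide.

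A wider set may share that explanation. Of 678 searched genes that were lower with KDR siRNA with both treatments, 178 (26.25%) held the word in their 3′ UTR, against 6.17% of the other searched genes and 3.63% of those higher with both, but the word was chosen on these fold changes. Chosen on odd chromosomes alone, it was ATAGCAC again, and 28.9% of the 322 such genes elsewhere held it, against 6.75% of the others there (Fisher's exact p = 8.5e-31). Chosen on the other chromosomes, the word was TAGCACA, and on odd ones 105 of 356 such genes (29.5%) and 7.95% of the others held it (Fisher's exact p = 3.6e-30). Unlike the scores, these shares and tests were not adjusted for the length and GC content of the 3′ UTRs. Longer 3′ UTRs hold any word more often, so part of the excess may come from length. The sequence of the siRNA was not given in the sources used here.

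Kinetochore and replication genes were higher with KDR siRNA, 31 of 82 with PBS and 29 of these with VEGF too. Loss of the response to 4 h of VEGF cannot account for the rise with PBS, where no VEGF was added. With VEGF and control siRNA all 82 had a median of −0.007 (standard error 0.018), which was 0.013 below that of all genes with each scaling. The 49 higher with KDR siRNA and VEGF had −0.019 (standard error 0.019). These standard errors came from resampling genes as if independent, and they leave out the spread between libraries. The correlation between genes was estimated at 0.166 in the kinetochore list and 0.34 in the replication list. For the rise with VEGF these medians therefore do not decide. A shift of the scaling is argued against, because the lists lay above the median of all genes by at least 0.225 (standard error 0.031, also from resampling genes). That difference is the same under each scaling by construction, while the scalings moved the median of all genes by at most 0.065. Longer lack of KDR before the 4 h and the siRNA's other targets stay open and were not told apart by a test, and the list calls were lost with an estimated correlation (adjusted p = 0.64 with PBS).

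The first axis of the differences within groups held 45.6% of their variance and set control siRNA PBS 3, control siRNA VEGF 3, KDR siRNA PBS 2 and KDR siRNA VEGF 3 apart, with immediate early genes lower by −0.44, −0.24, −0.35 and −0.42. Depth is argued against, because these libraries had the lowest total in 1 of 4 groups and the highest in 1. The share of mitochondrial transcripts was likewise the lowest in 1 group and the highest in 1. That share does not measure RNA integrity, so it does not decide on RNA quality. The study judged the RNA of all its sequenced samples to be of high quality by their integrity values. Those values were not compared between these libraries here. Handling of same-numbered replicates together stays open as a candidate explanation, because 3 of the 4 libraries carry number 3. No biological explanation was tested.

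With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For VEGF with control siRNA and for KDR siRNA with VEGF and with PBS, 1 of the 10 splits, the real one, called as many genes (2364, 3853 and 1818 with edgeR on the compared groups, highest other 0 each). For VEGF with KDR siRNA the real split called 0 genes (412 at an unadjusted p under 0.05, 3 with DESeq2), so that all 10 splits called as many, and the highest other called 155. That split put KDR siRNA PBS 2, KDR siRNA PBS 3 and KDR siRNA VEGF 3 against the other 3 and so followed the libraries that stood apart.

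Of 24 cholesterol synthesis genes, 7 rose and 1 fell with KDR siRNA and VEGF (7 and 1 over the list alone, camera adjusted p = 0.25). The sterol isomerase EBP rose by 0.57 and the sterol carrier STARD4 fell by 1.17. With VEGF and control siRNA camera called the list downward (median −0.14, adjusted p = 0.031, and 0.65 with an estimated correlation), but not without control siRNA PBS 3 (−0.08, adjusted p = 0.25) or control siRNA VEGF 1 (−0.08, adjusted p = 0.19). Of 30 lysosome and autophagy genes, 7 fell with KDR siRNA and VEGF (8 over the list alone, camera adjusted p = 0.2), including MITF (−0.73), a regulator of lysosomal genes, and UVRAG (−0.45). Of 25 hypoxia and glycolysis genes, 2 rose and 6 fell there (2 and 6 over the list alone, camera adjusted p = 0.36), while 1 rose and 4, 5 and 5 fell without control siRNA VEGF 1, control siRNA VEGF 2 and KDR siRNA VEGF 1. NDRG1, a stress-responsive gene, fell 2.38-fold, and adrenomedullin, ADM, rose by 0.54. Of 20 p53 targets, 3 fell with VEGF and control siRNA (3 over the list alone, 5 without KDR siRNA PBS 2, camera adjusted p = 0.024, and 0.19 with an estimated correlation), including TP53INP1 (−0.61) and BTG2 (−0.34).

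Of the marker lists, 5 of 7 lymphatic and 5 of 12 pericyte genes passed the count filter. So did 8 of 12 fibroblast, 4 of 11 glia and pigment epithelium, and 4 of 12 leukocyte genes. The levels below cover only genes that passed, and so leave out the markers with few or no counts. The 5 lymphatic marker genes had a median of 37.5 CPM with control siRNA and PBS, and the 5 pericyte markers 12.2 CPM. As means over all 12 libraries, NRP2 was the highest lymphatic marker (496 CPM) and RGS5 the highest pericyte marker (695 CPM). NRP2 and FLT4 of the lymphatic markers also stand in the angiogenic list. The highest fibroblast, glia and pigment epithelium, and leukocyte markers over all 12 libraries were COL1A2 (6.91 CPM), BEST1 (2.93 CPM) and CD68 (2.61 CPM). With VEGF and control siRNA, 4 of 8 fibroblast genes rose (4 over the list alone, median 0.90, camera adjusted p = 0.018, 0.066 without control siRNA PBS 1, and 0.27 with an estimated correlation), PDGFRA by 1.82 and COL1A2 by 1.37. CORO1A was the called gene of 4 leukocyte markers (1.89, list camera adjusted p = 0.46). CSPG4, the called gene of 5 pericyte markers (list camera adjusted p = 0.18), had 2 counts over the 3 PBS libraries and 201 with VEGF. That ratio was 96.9, with a 95% interval from counting error alone of 26.5 to 806. With KDR siRNA, CSPG4 had 2 counts with PBS and 4 with VEGF, so it passed the filter only through control siRNA with VEGF. Of 5 lymphatic genes, RELN (−1.68) and PROX1 (−0.90) fell with KDR siRNA and VEGF (2 over the list alone, camera adjusted p = 0.04, 0.37 with an estimated correlation, and 0.092 and 0.073 without control siRNA VEGF 3 and KDR siRNA VEGF 2). The 4 glia and pigment epithelium genes were not called as a list with VEGF and control siRNA (camera adjusted p = 0.25).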
